A study of Homo sapiens with 3 samples. Its data were reported in "The mammalian decidual cell evolved from a cellular stress response" (2018).

How the data were processed

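RNA was measured in 3 libraries of human endometrial stromal cells under decidualization and treated with siRNA against FOXO1. Per the labels they are replicates 1, 2 and 3 of 1 group. No control library was analysed here, so no comparison between groups was made. The authors deposited raw read counts per Ensembl gene for each library, with no normalization. Per the labels, polyA RNA was extracted with an RNeasy kit and sequenced from standard Illumina libraries. The submitters' processing notes name CASAVA, TopHat2 and HTSeq and the human build hg19, without versions. The annotation release, the strand setting of the counting and any filter are not given in the sources used here. Counting of this kind commonly drops reads that map to several genes, which would lower the values of near-identical copies.

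The count table held 60386 gene IDs, of which 6294 carried no name and took 0.412%, 0.426% and 0.422% of counts in replicates 1, 2 and 3. Of all IDs 35126 had 0 reads in every library. Gene type, exon length and GC content came from GENCODE release 29 by gene ID, which matched 49757 IDs (82.4%) and gave a length for 98.0% of expressed genes. That annotation uses another build than the files, so no coordinates are printed. Library totals were 22213178, 64508249 and 47944712 counts. By this depth 1 CPM stands for about 22.2 reads in the shallowest library, and a count of 0 allows 0.135, 0.0465 and 0.0626 CPM, taken as 3 counts of the total. Poisson intervals at 95% and these limits cover counting error only, since reads without molecular identifiers are not independent molecules.

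Levels are counts-per-million values (CPM), scaled to the library total. A gene was called expressed at 1 CPM or more in all 3 libraries, below when under 1 CPM in all 3, and undecided otherwise. The study's own threshold is in a length-scaled unit for another species, and CPM was used because the count table holds no lengths. TMM factors (edgeR 4.0.16 in R 4.3.3) scaled the libraries where they were compared with each other, except in the chi-square of library pairs. Within each library the log2 ratio of FOXO1 to FOXO3 and to FOXO4 was taken, and the 3 ratios were tested by an exact sign-flip permutation, whose smallest p is 0.25. Medians, percentiles and the chi-square tests used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Variation between libraries was tested for each of 14520 genes with a mean count of at least 10, by a chi-square of the 3 counts against TMM-scaled library sizes with 2 degrees of freedom and Benjamini-Hochberg adjustment at 0.05. The biological coefficient of variation came from edgeR with an intercept alone. Pairs of libraries were compared by a chi-square against the summed counts of the tested genes, without TMM factors, to look for a library deposited more than once. No pair differed by less than sampling noise, which does not show that the libraries come from separate cultures. Counts of genes 2-fold or more apart between a pair used TMM-scaled CPM with 0.5 CPM added before the log.

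A total of 24 gene lists with 362 entries and 355 distinct genes were fixed before the data were examined, and all 355 were found in the table. Of the decidual transcription factors, NR4A2 is not named in the study's text and was taken from a supplementary sheet, so its place in the list is uncertain. Of all listed genes, 246 were expressed, 92 were below and 17 were undecided. For each list with at least 3 expressed members, the median log2 CPM was placed among the medians of 10000 random lists of the same size drawn from expressed genes. The shift of a list in a library is the median, over its expressed members, of log2 scaled CPM (0.5 counts added) minus the gene's mean over the 3 libraries. It was placed among 10000 random lists matched on mean expression in 20 bins. Counts of members highest or lowest in a library also use TMM-scaled values, so members that differ little can change place in CPM. Percentiles describe these libraries, since genes are not replicates. The seed was 20.

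Genes were named by a rule fixed before the data were examined. It takes all members of the FOXO family, the decidual transcription factors, the classical markers and the study's FOXO1-responsive genes. From every other list it takes the 3 expressed members of highest mean CPM and up to 2 members below. It adds the 20 genes of highest mean CPM, leaving out genes of the mitochondrial genome and cytosolic ribosomal proteins, and the 15 genes of smallest adjusted p among 379 with a mean of at least 10 CPM and a ratio of at least 2 between libraries. Genes named outside the rule, because they complete a small count, were chosen after their values were seen. HMOX1, and in the closing section TERT's rank, the PSG family, GREM1 and WNT5A, were chosen in the same way. XIST, Y-linked genes and HLA genes other than HLA-G were left out of the named genes.

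The chi-square step was tested on simulated counts drawn from the libraries' means and sizes, with 200 of 14520 genes changed in replicate 1. It called 48% of genes changed by 1.25-fold, 80% at 1.5-fold, 90% at 2-fold and 100% at 4-fold, and 0.0419% of unchanged genes. The list shift was tested on 12207 genes with 2000 simulated lists per size: 5.55% of lists with no shift and 100% of lists shifted by 0.5 on the log2 scale in replicate 1 lay outside the middle 95%. The chi-square simulation held Poisson error alone. The list simulation added error that was independent between genes, and its lists were drawn at random. In the real libraries replicate 1 stands apart and genes of a list can vary together, so these rates do not carry over to them.

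Alternatives were other scalings (library totals, DESeq2 1.42.0 size factors, TMM), other expression thresholds, a call on the mean, length-scaled values, other filters on low counts, all genes with a read as background, DESeq2 variance-stabilised values, and leaving out each replicate in turn. Thinned libraries, the offset in counts, the scaling of 2-fold counts and left-out libraries for list shifts were added after the data were seen. So were a ratio of at least 2 asked with the test, a filter at a mean count of 50 for library pairs and the lists without MDM2 or ANLN. The effect of the alternatives is given in Results or in the closing section, except for the filter on library pairs, whose values are not printed.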

Results

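RNA sequencing was analysed for 3 libraries of human decidual stromal cells (DSC), the cells that endometrial stromal fibroblasts (ESF) become in response to progesterone and cAMP. All 3 were labelled as decidualizing ESF treated with siRNA against FOXO1, a transcription factor (TF) of the forkhead family with a known role in decidualization, and they form 1 group (FOXO1 KD). Libraries of control siRNA or of unstimulated ESF were not analysed here, so the text gives levels and their spread and estimates no effect of the KD. The libraries held 22213178, 64508249 and 47944712 counts over genes in replicates 1, 2 and 3. In all 3 libraries 11758 of the 60386 listed genes reached 1 CPM, and 10870 of these are protein coding. Levels are counts-per-million values (CPM), scaled to the library total, and are written as mean ± SD (n = 3), or per library for replicates 1, 2 and 3 in that order. A gene is called expressed at 1 CPM or more in every library, below when under 1 CPM in every library, and undecided otherwise. A count of 0 allows up to 0.135, 0.0465 and 0.0626 CPM in replicates 1, 2 and 3, taken as 3 counts and by counting error alone. The exact Poisson intervals given for the markers are wider and reach 0.166 CPM for 0 reads in replicate 1. The labels do not say that the replicates were separate cultures, so the spread and the p-values describe these libraries and may be technical.

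FOXO1 transcripts (ENSG00000150907) remained measurable in every library of FOXO1 KD cells. FOXO1 was at 16.9, 17.3 and 19.5 CPM (17.9 ± 1.37), from 376, 1115 and 933 reads. FOXO3 (ENSG00000118689), a related factor with roles in stress response, was higher at 54.0 ± 3.82 CPM, and FOXO4 (ENSG00000184481) was at 11.9 ± 2.23 CPM. FOXO3 has a processed pseudogene, FOXO3B, so its count is uncertain by the reads they share. FOXO6 had 0 reads in every library. The log2 ratio of FOXO1 to FOXO3 was -1.59 ± 0.09, with FOXO3 higher in 3 of 3 libraries. An exact sign-flip permutation of the 3 ratios, with both directions counted, gave p = 0.25, the smallest value 3 libraries can give. The log2 ratio of FOXO1 to FOXO4 was 0.61 ± 0.32, with FOXO1 higher in 3 of 3 libraries and the same exact p of 0.25. Divided by exon length, the ratio to FOXO3 was -1.29 and the ratio to FOXO4 became -0.25, so the order of FOXO1 and FOXO4 depends on the unit. The remaining FOXO1 level is no measure of KD efficiency, which needs control libraries.

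Most of the 28 TF genes with documented roles in decidualization were expressed in the FOXO1 KD cells, while PRL, IGFBP1 and SST were at or near 0. Of the TF genes, 25 were expressed, HOXD12 had 0 reads in every library, and E2F8 and ZBTB16 were undecided. The count of expressed TF genes was 22 at 3 CPM and 23 with a length-scaled value of at least 3. The most abundant was NR2F2, a nuclear receptor of stromal cells, at 674 ± 17.9 CPM. STAT3 (208 ± 44.4), HOXA11 (156 ± 9.02), HOXA10 (146 ± 13.6), HAND2 (138 ± 13.3), MEIS1 (118 ± 10.4) and ETS1 (115 ± 1.90) were each above 100 CPM on average. GATA2 was at 98.6 ± 14.7, CEBPB at 96.0 ± 14.3, STAT5B at 88.8 ± 4.39, RUNX1 at 55.5 ± 12.0 and KLF9 at 30.5 ± 8.41 CPM. The progesterone receptor gene PGR was at 41.7, 74.0 and 83.2 CPM, 2.16-fold apart between the lowest and highest library after TMM scaling. HOXD11 (19.2 ± 1.58), TFAP2C (18.9 ± 1.02), HOXD9 (15.7 ± 0.0913), WT1 (13.8 ± 3.46) and TWIST1 (11.1 ± 2.30) lay between 10 and 20 CPM. NR4A2 (5.18 ± 0.606), whose place in the list is uncertain, EBF4 (4.41 ± 1.08), FOS (2.70 ± 1.13), PBX2 (2.24 ± 0.509) and PRRX2 (1.90 ± 0.719) were low. FOXM1, a driver of cell division, was at 69.4, 6.03 and 5.61 CPM, and E2F8, another division-linked factor, at 2.84, 0.124 and 0.167 CPM. ZBTB16, a progestin-induced factor, was at 0.405, 2.17 and 2.84 CPM. As a group the expressed TF genes had a median of 30.5 CPM, at the 59.6th percentile of 10000 random lists of expressed genes. The list's shift lay inside the middle 95% of matched lists in each library. PBX2 is listed under 7 gene IDs that stand for copies of a region, which leaves its level uncertain. How the counting treated strand is not given in the sources used here, so HOXA11, HAND2 and WT1 could not be told from their antisense partners.

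Among the classical markers, CGA (ENSG00000135346), the common alpha subunit of glycoprotein hormones, was expressed at 26.2 ± 3.53 CPM. PRL (ENSG00000172179), the decidual hormone prolactin, had 0, 11 and 9 reads. These counts correspond to 0, 0.171 and 0.188 CPM, with 95% exact Poisson intervals of 0 to 0.166, 0.0851 to 0.305 and 0.0858 to 0.356 CPM. IGFBP1 (ENSG00000146678), a secreted binding protein of insulin-like growth factors, had 0, 7 and 4 reads and SST (ENSG00000157005), somatostatin, had 4, 10 and 9. The intervals were 0 to 0.166, 0.0436 to 0.224 and 0.0227 to 0.214 CPM for IGFBP1, and 0.0491 to 0.461, 0.0743 to 0.285 and 0.0858 to 0.356 CPM for SST. The median TF gene of the list stood at 29.4, 20.3 and 19.6 CPM. In CPM, that median was at least 177-fold higher than PRL in replicate 1, taking the upper end of the interval. By the counts read, it was 119-fold and 104-fold higher in replicates 2 and 3. The upper end gave at least 66.5-fold and 54.96-fold there. Against IGFBP1 the TF median was at least 177-fold higher in replicate 1 by the same limit. In replicates 2 and 3 it was 187-fold and 235-fold higher by the counts read. The limit gave at least 90.7-fold and 91.7-fold there. Against SST the TF median was 163-fold, 131-fold and 104-fold higher by the counts read. The limit gave at least 63.7-fold, 71.1-fold and 54.96-fold. CGA differed from the TF median by a log2 ratio of 0.20 ± 0.52, below it in replicate 1 (-0.39) and above it in replicates 2 (0.42) and 3 (0.58). None of these ratios to the TF median was divided by exon length. Their size and the place of CGA could change with the unit, as the FOXO1 to FOXO4 ratio did. The count of 1 expressed marker of 4 held under each scaling, threshold and left-out library tried. Whether PRL and IGFBP1 are low because of the KD cannot be asked of these libraries alone.

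**Figure D1:**
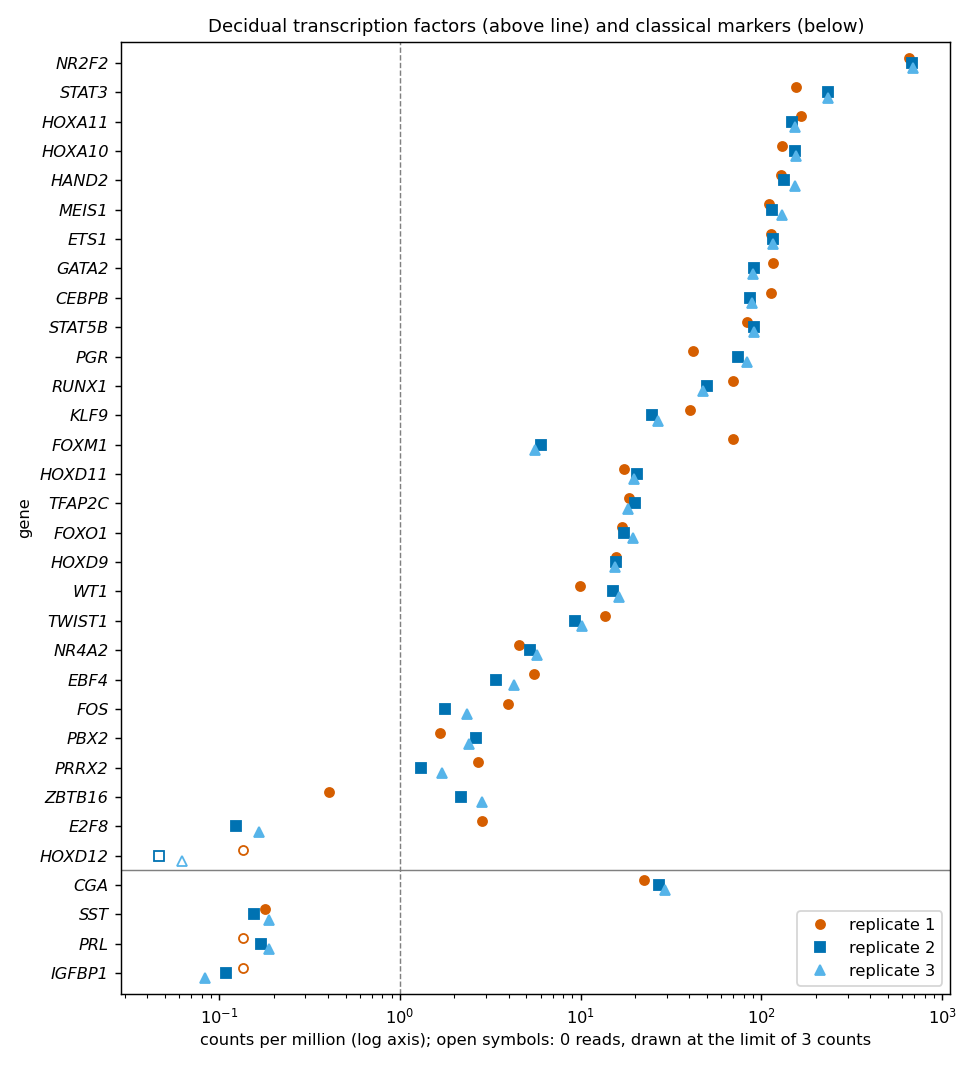
Levels of the 28 decidual TF genes and the 4 classical markers in the 3 FOXO1 KD libraries, 1 symbol per library, with CPM on a log axis and a dashed line at 1 CPM; open symbols mark 0 reads and are drawn at the limit that 3 counts allow. NR2F2 leads at 674 CPM on average, PRL, IGFBP1 and SST lie below 1 CPM in every library, and FOXM1 is at 69.4 CPM in replicate 1 against 6.03 and 5.61 CPM in replicates 2 and 3.

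Of 26 other effector genes of decidual cells, 14 were expressed, 10 were below and 2, WNT4 and IL11, were undecided; genes that complete a count in this way were named after their values were seen. The matrix protein gene SPARC was at 9422 ± 1557 CPM, IGFBP4 at 2916 ± 212 and DKK1, a secreted WNT inhibitor, at 773 ± 175 CPM. LEFTY2 had 0 reads in every library and SCARA5 had 0, 1 and 3. The list lay lower in replicate 1, at the 2.03rd percentile of random lists matched on mean expression, and higher in replicate 3, at the 99.07th. The position in replicate 1 fell inside the middle 95% when members under 5 CPM were left out (4.95) or without replicate 3 (4.07), and that in replicate 3 did so without these members (95.01) or without replicate 1 (94.05). The study picked 7 genes from those positively regulated by FOXO1 in human DSC, so that list was chosen on these cells and is not independent evidence of a direction. Of these, 5 were expressed: IGFBP3 at 330.2 ± 71.6, the chemokine CXCL12 at 119 ± 34.4, GALNT15 at 46.8 ± 5.69, MRGPRF at 21.1 ± 6.12 and the metabolic kinase PDK4 at 3.54 ± 1.97 CPM. GPX3, a secreted glutathione peroxidase, was below 1 CPM in each library (0.360, 0.465 and 0.876 CPM), and ZBTB16 was undecided. Counts of 7 of the 7 differed between libraries beyond counting error, and 7 did so adjusted over the list alone. This is not particular to the list, since 10 of 11 housekeeping genes and 61.2% of all tested genes did so too. CXCL12, IGFBP3 and MRGPRF were highest in replicate 1, while PDK4 (1.26, 4.57 and 4.78 CPM), GALNT15, GPX3 and ZBTB16 were lowest there. The 5 expressed genes had a median shift of 0.25 on the log2 scale in replicate 1, at the 98.5th percentile, and at the 93.3rd without replicate 2. In replicate 2 they lay lower, by -0.14, at the 1.24th percentile, and at the 10.4th without replicate 1. Among 20 general FOXO targets 15 were expressed. CITED2 was at 684 ± 8.57, IRS2, an adaptor of insulin signalling, at 577 ± 32.2 and GABARAPL1, an autophagy gene, at 142 ± 30.2 CPM. SESN3 had 0, 1 and 2 reads and TRIM63 had 0 in every library. The list's shift lay inside the middle 95% in each library.

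Genes of the oxidative stress response were broadly expressed, with 21 of 22 members at 1 CPM or more. TXNRD1 (1021 ± 130.3 CPM) and NQO1 (817 ± 77.9), both enzymes of the antioxidant response, and the redox protein TXN (593 ± 138) were the most abundant, and GPX3 was the single member below. The median of 143 CPM was above all 10000 random lists of expressed genes. The expressed members lay lower in replicate 1 by a median log2 deviation of -0.25, at the 0.76th percentile of matched lists, with 17 of the 21 lowest in that library. The other way ran 4 members, highest in replicate 1. Among them were TXNRD1 (1170, 958 and 933 CPM), NQO1 (906, 784 and 761 CPM) and HMOX1, heme oxygenase 1 (74.2, 24.8 and 25.0 CPM). HMOX1 is named here although its values had been seen. All 17 members of the unfolded protein response were expressed, at a median of 121 CPM and the 99.99th percentile. The chaperones of the endoplasmic reticulum HSP90B1 (1416 ± 19.4 CPM), CALR (1401 ± 33.2) and CANX (1186 ± 58.1) were highest. The list's shift lay inside the middle 95% of matched lists in each library. Of 15 heat shock, metallothionein and hypoxia genes 12 were expressed, at the 99.87th percentile. HSPA8 was at 1604 ± 410.0, the metal-binding protein gene MT2A at 1113 ± 140.0 and HSPB1 at 247 ± 17.2 CPM, while HSPA1A (0.945, 0.589 and 0.2503) and HSPA1B (0.495, 0.667 and 0.605) stayed below 1 CPM. The last pair are near-identical copies of each other, so their levels are uncertain.

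Apoptosis genes were mostly expressed, 16 of 19, and lay lower in replicate 1. The death receptor gene TNFRSF10B was at 164, 348 and 344 CPM, the anti-apoptotic MCL1 at 278 ± 23.9 and BCL2L1 at 183 ± 25.1 CPM. BCL2 (0.945, 0.543 and 0.626 CPM) and FASLG (4, 0 and 1 reads) were below. The median log2 deviation was -0.31 in replicate 1, at the 0.01st percentile, and 14 of the 16 members were lowest there. Of the 17 members tested, 14 varied beyond counting error and 14 did so adjusted over the list alone, against 10 of 11 housekeeping genes. Among 18 genes of senescence and the secretory phenotype 12 were expressed. The plasminogen activator inhibitor SERPINE1 was at 6138 ± 443 and IGFBP7 at 218 ± 22.5 CPM. CDKN1A, which encodes the cell cycle inhibitor p21, was at 1748, 4788 and 4671 CPM. IL6 had 4, 3 and 1 reads and IL1A had 0 in every library. This list stood apart in replicate 3, at the 99.8th percentile, and at the 92.0th without replicate 1. The interferon response was the list at the low end of expressed genes, with 14 of 20 members expressed (9 with a length-scaled value of at least 3) at a median of 8.59 CPM and the 1.24th percentile. STAT1 (144 ± 30.7 CPM), ISG15 (40.2 ± 3.86) and IFI6 (9.95, 29.9 and 25.3) led it, while MX2 (0.0900, 0.124 and 0.104) and OAS1 (0, 0.186 and 0.0834) were below. Against all genes with a read, its percentile was 80.2.

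In the prostaglandin pathway 9 of 20 genes were expressed. The constitutive cyclooxygenase PTGS1 was at 625 ± 37.9 CPM, PTGR1, a prostaglandin-inactivating reductase, at 376 ± 49.7 and PTGES3 at 187 ± 46.9 CPM. The inducible cyclooxygenase PTGS2 had 2, 0 and 2 reads and the phospholipase PLA2G4A had 0 in every library. In cAMP signalling 15 of 16 genes were expressed. The protein kinase A subunits PRKAR1A (341 ± 4.43 CPM), PRKACA (129 ± 10.7) and PRKACB (100.4 ± 5.76) were the highest, and RAPGEF4 (0.450, 0.310 and 0.229) was below. Of 15 genes for steroid receptors and progestin response 9 were expressed, at a median of 102 CPM and the 99.2nd percentile, which was 94.9 after scaling by exon length. The phosphatase DUSP1 was at 277 ± 55.3, the glucocorticoid receptor NR3C1 at 169 ± 3.29 and PGRMC1 at 134 ± 32.8 CPM. ESR2 had 0 reads in every library and the mineralocorticoid receptor NR3C2 had 0, 16 and 9. The shifts of these 3 lists lay inside the middle 95% of matched lists in each library.

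The cells carried a strong stromal profile. All 17 stromal genes were expressed at a median of 629 CPM, above all 10000 random lists, and the fibrillar collagens COL1A1 (53369 ± 2671 CPM), COL1A2 (25678 ± 2702) and COL3A1 (16336 ± 2859) led the list and the transcriptome. The stromal list lay lower in replicate 1 by a median of -0.37, at the 0.02nd percentile, with 12 of the 17 lowest there. Housekeeping genes were all expressed (11 of 11), led by ACTB (7804, 4198 and 4170.1 CPM), GAPDH (3356 ± 63.3) and EEF1A1 (2926 ± 203). With mitochondrial and ribosomal protein genes left out, the rest of the 20 genes of highest mean level were SPARC, the ferritin light chain FTL (9379 ± 1428), THBS1 (7918 ± 553), the fibronectin gene FN1 (7651 ± 1840.2), SERPINE1, ACTB, CDKN1A, COL5A2 (3649 ± 846), FTH1 (3377 ± 27.2), GAPDH, COL5A1 (3292 ± 44.9), COL4A1 (3279 ± 195), FSTL1 (3168 ± 93.3), EEF1A1, IGFBP4, ACTG1 (4205, 1992 and 1926) and ITGB1 (2683 ± 90.6 CPM). ACTB, ACTG1, GAPDH, EEF1A1, FTL and FTH1 and, among the genes named elsewhere, HSPA8, TXN, KRT8 and KRT18 have processed pseudogenes, so their counts are uncertain by the reads shared with them.

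Markers of erythroid cells, leukocytes, endothelium and trophoblast were largely missing, while 8 of 10 smooth muscle and pericyte markers and 5 of 12 epithelial markers were expressed. No erythroid gene of 7 was expressed, with HBA1 at 0 and HBA2 at 0 reads in every library. Of 14 leukocyte markers CD68 alone was expressed, at 1.45 ± 0.173 CPM, while CD3E had 0 reads in every library and CD2 had 4, 0 and 0. Of 10 endothelial markers TEK was expressed, at 22.1, 6.45 and 6.47 CPM, against 0, 1 and 0 reads of PECAM1 and 0, 1 and 0 of CDH5. The epithelial markers expressed were PAX8 and keratins, which cultured stromal cells can also carry. The keratins were KRT18 (194 ± 23.8 CPM), KRT19 (81.6 ± 8.14), KRT8 (20.7 ± 2.25) and KRT7 (25.8, 9.52 and 8.11 CPM). EPCAM (0, 5 and 0 reads) and CDH1 (0, 1 and 0 reads) were near 0. Of 10 trophoblast markers PSG1 (10.9, 39.3 and 41.4 CPM) and TFAP2A (9.27, 3.97 and 4.65 CPM) were expressed, while HLA-G had 0 reads in every library and GCM1 had 0, 0 and 1. PSG1 belongs to a family of near-identical genes, so its level is uncertain. The contractile gene TAGLN was at 669, 225 and 227 CPM, ACTA2 at 134 ± 19.7 CPM and the receptor NOTCH3 at 114, 354 and 363 CPM, and MYH11 had 0, 2 and 3 reads. That list lay higher in replicate 1 by a median of 0.37, at the 99.95th percentile. On TMM-scaled values 5 of its 8 expressed members were highest there and 3, NOTCH3, RGS5 and CSPG4, lowest. CSPG4 was at 63.7, 62.1 and 61.5 CPM, so its place depends on the scaling.

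The 3 libraries were not equally alike, and genes of cell division separated replicate 1 from replicates 2 and 3. All 16 expressed members of the 20-gene cell cycle list (10 at 3 CPM and 9 with a length-scaled value of at least 3) were highest in replicate 1, with a median log2 deviation of 2.29 there against -1.12 and -1.16 in replicates 2 and 3. The median member was 10.5-fold higher in replicate 1 than in replicate 2. TOP2A, the topoisomerase of dividing cells, was at 228, 17.7 and 17.4 CPM, MKI67, which encodes the proliferation antigen Ki-67, at 105, 2.14 and 2.67 CPM, and the cyclin CCNA2 at 117, 6.37 and 6.63 CPM. PCNA differed less (90.4, 69.8 and 68.3 CPM). The 4 undecided members, CCNE2, BUB1, AURKB and CDC20, were under 1 CPM in at least 1 of replicates 2 and 3. All 20 members varied beyond counting error, against 61.2% of all tested genes, and 20 did so adjusted over the list alone. Their mean levels therefore rest on replicate 1, and the list's level among expressed genes moved from the 27.9th percentile to 0.09 without it. The 15 genes of clearest variation, among those with a mean of at least 10 CPM and a ratio of at least 2 between libraries, were all set apart by replicate 1. Higher there were the mitochondrial genes MT-CO1 (5203, 2093 and 2149.8 CPM), MT-CO2 (2714, 1247 and 1439.6), MT-CO3 (2327, 1000.1 and 1070.2) and MT-ATP6 (1758, 767 and 834), the telomerase gene TERT (3308, 1306 and 1154), ACTG1, TAGLN, the tubulin gene TUBA1B (613, 199 and 196), and the division genes TOP2A, ANLN (152, 6.82 and 6.30), MKI67, RRM2 (102, 3.07 and 3.52) and CCNA2. CDKN1A and PAPPA (779, 1473 and 1462 CPM), a protease that acts on IGFBP4, were lower there. The origin of the TERT reads is uncertain and is taken up in the closing section. Genes of the mitochondrial genome took 2.80% of counts in replicate 1 and 1.57% and 1.65% in replicates 2 and 3.

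**Figure D2:**
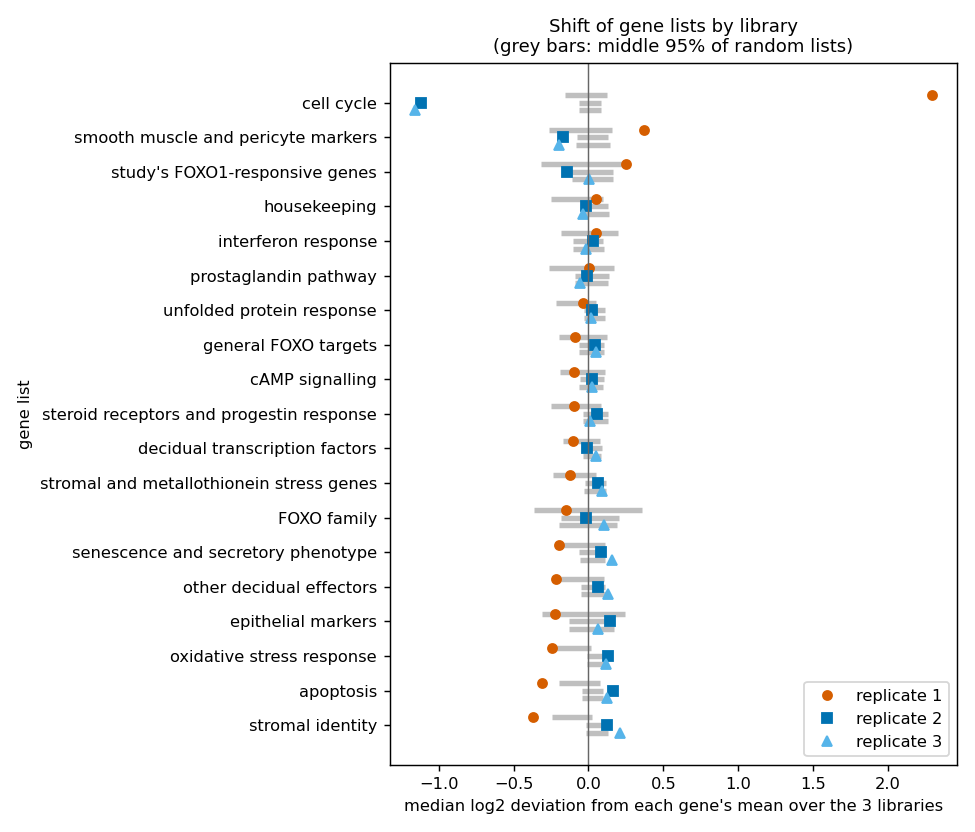
Median log2 deviation of the expressed members of 19 gene lists from each gene's mean over the 3 FOXO1 KD libraries, 1 symbol per library, with grey bars for the middle 95% of 10000 random lists matched on mean expression. The cell cycle list stands at 2.29 in replicate 1, and apoptosis (-0.31) and stromal identity (-0.37) lie below their grey bars there.

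By a chi-square test of each gene's 3 counts against library sizes, 8880 of 14520 genes (61.2%) varied beyond counting error after Benjamini-Hochberg adjustment. With replicate 1 left out the count was 687 of 14868. Of the 8880 genes, 1661 were also at least 2-fold apart, and in 867 of these replicate 1 was the farthest library and higher, in 680 the farthest and lower. Replicate 2 was farthest in 3.01% and replicate 3 in 3.85% of them. Between replicates 1 and 2, 729 of 12253 genes with a mean of at least 1 CPM were 2-fold or more apart on the log2(CPM + 0.5) scale, which understates the ratios of low genes, 444 higher and 285 lower in replicate 1. Between replicates 1 and 3 the numbers were 753, 452 and 301, so that 60.03% were higher in replicate 1, against 70.3% when library totals replaced TMM scaling. Between replicates 2 and 3 the number was 2, ALDH1A3 (3.83 and 8.09 CPM) and IGF1 (1.61 and 4.44 CPM), both higher in replicate 3. With 0.5 counts added before scaling in place of 0.5 CPM, the numbers were 907, 941 and 9 for the 3 pairs. The chi-square over genes was 109 and 98.2 per degree of freedom for replicate 1 against replicates 2 and 3, and 3.69 for replicate 2 against replicate 3. The last pair therefore also differed by more than sampling noise. This does not show separate cultures, since 2 preparations of 1 RNA can differ as much, and the 3 libraries were counted as 3 samples because the labels name them replicates. The common biological coefficient of variation from edgeR was 0.259, and it was 0.0233 without replicate 1, 0.311 without replicate 2 and 0.315 without replicate 3. These tests compare libraries of 1 group, not conditions. For genes that separate replicate 1, the mean ± SD above carries this difference, and the levels per library describe the data better.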

Values the study reported

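For opossum cells, the study curated 28 transcription factor genes known from decidualization and found 22 of them expressed in stimulated opossum endometrial stromal fibroblasts, with 13 up-regulated. That count of expressed genes rests on other cells, another treatment and another threshold than the count in the human FOXO1 KD libraries. The counts therefore cannot be set against each other. The study picked 7 genes that FOXO1 regulates positively in human decidual cells and that are up-regulated in stimulated opossum cells. In opossum cells, the effect of knockdown on apoptosis was an increase of 2.4-fold for FOXO1 and 1.8-fold for FOXO3.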

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

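Tests added after the data were seen are those on thinned libraries, on the offset in counts, on the scaling of 2-fold counts, on list shifts without a replicate, on varying genes with a ratio of at least 2, on library pairs at a mean count of 50 and on the lists without MDM2 or ANLN. No paired analysis was possible because the labels give 1 group only. The depth limits what can be said of genes near 0.135 CPM in replicate 1, as stated with their values. Within each library, ratios of genes do not depend on scaling, so the CGA ratio was the same under TMM and DESeq2 size factors by construction. The ratios of the classical markers to the TF median were not taken on length-scaled values. The median of all expressed genes in replicate 1 minus replicate 2 moved from -0.06 under TMM to 0.04 with library totals and -0.04 with DESeq2 size factors. Length-scaled values gave a FOXO1 to FOXO3 ratio of -1.29 and a FOXO1 to FOXO4 ratio of -0.25 on the log2 scale, against -1.59 and 0.61, by construction, since the exons of FOXO3 are longer and those of FOXO4 shorter than those of FOXO1. With all genes with a read as background, 10 lists lay above the middle 95% (6 among expressed genes) and 0 below (1), since that background holds many genes near 0. Without a replicate, the number of lists below ranged from 1 to 2, as the cell cycle list joined without replicate 1.

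The number of genes varying between libraries rests on replicate 1. Without a replicate it ranged from 687 to 8841, the lowest without replicate 1, and it was 1661 when a ratio of at least 2 was asked as well. The count with that ratio was 2769 with no filter on low counts and 991 at a mean count of at least 50, as fewer low genes were tested, and it ranged from 20 to 1533 without a replicate. The biological coefficient of variation ranged from 0.0233 to 0.315, the lowest without replicate 1. Of list-library values, 20 of 57 lay outside the middle 95%, and 12 to 14 did so without a replicate, when fewer values are left. A gene's deviations cancel out over the libraries, so the values of a list in different libraries are not separate results. The percentile of the stromal identity list in replicate 2 was 97.9 and ranged from 0 to 99.97 without a replicate. It changed side without replicate 1 because the deviation is then taken from the mean of replicates 2 and 3 alone. For this list the median log2 difference, replicate 3 minus replicate 2, was 0.06. Of the other list shifts without a replicate, 87 kept their side, 13 moved inside the middle 95% and 13 moved outside, most of them without replicate 1, when replicates 2 and 3 are compared with each other alone. With all 3 libraries, 225 list shifts kept their side under other scalings, filters or values, 2 moved inside and 1 moved outside. Of list levels, 67 kept their side, 7 moved outside and 2 moved inside. Counts of expressed genes per list moved by over 1.5 times in 8 combinations of list and setting with all 3 libraries and stayed within that in 118. The counts that moved belong to the cell cycle, interferon, leukocyte and trophoblast lists.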

Other observations

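Genes of the pregnancy-specific glycoproteins (PSG), a family of placental hormones, were read in the FOXO1 KD cells, and the 3 most abundant were lower in replicate 1. PSG5 was at 25.6, 54.3 and 54.2 CPM, PSG1 at 10.9, 39.3 and 41.4 CPM and PSG2 at 5.40, 28.4 and 31.0 CPM in replicates 1, 2 and 3. The genes of this family are near-identical, so reads could not be assigned to single members with certainty, and they were chosen after their values were seen. Other secreted regulators were abundant, among them the BMP antagonist GREM1 at 2300.3 ± 216 CPM and WNT5A at 1471 ± 124 CPM. TERT, the catalytic subunit of telomerase, ranked 32 by mean level when mitochondrial and ribosomal protein genes are left out, at 3308, 1306 and 1154 CPM, against 35.3 ± 5.41 CPM for its partner DKC1. TERT is often introduced into cultured stromal cells to extend their lifespan. Gene counts cannot tell such a copy from the cells' own gene, so this level is not read as endogenous expression. The origin of the reads was not tested.

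Replicate 1 stood apart from replicates 2 and 3, and the tests of cells of another type were chosen after the values were seen. A lower depth of replicate 1 is argued against by thinning all libraries to 22213178 counts, after which 771 genes were 2-fold or more apart between replicates 1 and 2 and 2 between replicates 2 and 3, a ratio of 385.5 (948 and 31 genes with the offset in counts). A bias with GC content or gene length is argued against by removing that trend, which took 1.83% of the variance and left the cell cycle median at 3.40 on the log2 scale, from 3.40 before. For leukocytes, endothelial cells, trophoblast and red blood cells the highest median of their 4 lists in replicate 1 was 0 CPM. Most members of these lists were already known to be under 1 CPM in every library, so this is no test. A list median can also stay at 0 when markers of a single cell type are present. TEK (22.1, 6.45 and 6.47 CPM) and TFAP2A (9.27, 3.97 and 4.65 CPM) were higher in replicate 1, while PSG1 was lower. The epithelial list's median was 1.06 CPM there, against 0.535 and 0.761 CPM in replicates 2 and 3. It met a first bound of 1 CPM set for all lists. A second bound, on EPCAM, CDH1, CLDN3, CLDN4 and ESRP1, was set once their low counts were known, so it is no test. Their 0 reads in replicate 1 argue only against epithelial cells that carry these genes. KRT7 was higher there at 25.8, 9.52 and 8.11 CPM, while KRT8, KRT18 and KRT19 were lower. Epithelial cells without those genes therefore stay open. Smooth muscle cells or pericytes were not tested and stay open, since that list lay higher in replicate 1 (0.37, 99.95th percentile) with TAGLN at 669, 225 and 227 CPM, while NOTCH3 was lower there at 114, 354 and 363 CPM. FOXO1 was at 16.9, 17.3 and 19.5 CPM, so replicate 1 does not show a higher level of the siRNA target. A control siRNA library of decidualizing cells under a wrong label would be expected to show it, but no control gives that level. For unstimulated ESF the FOXO1 level is not known here, so a wrong label stays open. Whether replicate 1 was less decidualized was not tested and stays open. WNT4 (0.135, 1.97 and 2.54 CPM), ZBTB16 and PGR were lower there. Of the 14 expressed effectors 5 were highest and 9 lowest there. Another culture or a library batch stay open too, and no biological explanation of the whole pattern was tested, since the labels name no difference between the libraries.

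Hypotheses on what differs between the libraries came from values already seen, and each was then tested on a list of genes that were in no list fixed before the data were examined. MDM2 of the p53 list had been noted as lower in replicate 1 before its list was written, so it does not count as unseen. CDKN1A and apoptosis genes were lower in replicate 1, and a candidate explanation is a p53 target response that differs between the libraries. Of 22 further p53 target genes, all 22 expressed, the median was 1.72-fold higher in replicate 2 than in replicate 1, at percentile 100 of matched random lists, and 20 were lower in replicate 1 than in both other libraries. Without MDM2 the median log2 difference was 0.78, also at percentile 100, and 19 of 21 genes were lower. BTG2, an antiproliferative gene, was at 21.2, 84.4 and 84.4 CPM and SESN2, a stress gene, at 36.1, 71.8 and 72.3 CPM. Replicate 3 against replicate 1 gave a median log2 difference of 0.82. TP53I3 went the other way, at 54.3, 41.0 and 40.3 CPM. The values fit the hypothesis in these libraries and do not say why the libraries differ. The further genes are targets of the same factor as CDKN1A, whose values raised the hypothesis, so this result too could be foreseen. It extends the pattern to more genes and is no independent support for the explanation.

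Cell cycle genes were higher in replicate 1, and a candidate explanation is a difference in dividing cells that extends to other genes. Of 24 further genes of DNA replication and mitosis 17 were expressed, and all 17 were higher in replicate 1 than in both other libraries. The median log2 difference of the 17, replicate 2 minus replicate 1, was -2.91, at percentile 0 of matched random lists. ANLN of this list is also among the 15 genes of clearest variation, and without it 16 of 16 were higher, with a median of -2.90, also at percentile 0. CENPF, a kinetochore gene, was at 93.5, 7.43 and 7.17 CPM and MCM7, a helicase subunit, at 59.7, 7.41 and 8.16 CPM. The further genes act in the same process as the cell cycle list already seen, so this result could be foreseen. It extends the pattern to more genes and is no independent support for the explanation. Dividing cells and p53 targets are linked in cell biology, so the results on division genes and on p53 targets are not independent of each other.

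PDK4, ZBTB16 and PGR were lower in replicate 1, and a progestin or glucocorticoid response that differs between the libraries might account for this. Of 14 further target genes 11 were expressed, with a median log2 difference, replicate 2 minus replicate 1, of 0.18, at percentile 71.06 of matched random lists, below the bound of 90 set before the test to argue against it. The same list gave percentile 92.9 for replicate 3 minus replicate 1, which is above that bound, and 10 of the 11 genes were lower in replicate 1 than in both other libraries. The list of steroid receptors and progestin response fixed before lay at the 45.7th percentile in replicate 1, with 4 of its 9 expressed members highest and 5 lowest there. That list holds receptor genes beside response genes, so its median says little about the response genes alone. FKBP5 (78.4, 122 and 134 CPM) and TSC22D3 (47.6, 70.3 and 76.1 CPM) were among those lowest in replicate 1. DUSP1 (341, 243 and 247 CPM), PER1 and FKBP4 were among those highest there. ZBTB16 was undecided and took no part in the median. The bound was set for replicate 2 minus replicate 1 alone, and by it the list argued against the explanation. Replicate 3 minus replicate 1 was no part of that bound and shares replicate 1 with the first difference, so it is not a separate test. With the pairs of libraries on different sides of the bound, the explanation stays open.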
